A study of Homo sapiens with 12 samples.

How the data were processed

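The study sequenced poly(A) RNA of 12 libraries from IMR90 fibroblasts carrying hTERT and a tamoxifen-inducible Ras fusion, with a scramble hairpin or a hairpin against the interleukin-1 receptor. Per the labels, hairpins were induced with 0.5 ug/ml doxycycline, the cells were then given 200 nM tamoxifen or an ethanol control, and stranded libraries were made from column-purified RNA. The 12 libraries form 6 groups of 2 (2 hairpin genotypes at days 0, 4 and 10). The labels number the libraries of a group 1 and 2, and the series text speaks of 2 hairpins against the receptor. Whether the numbers stand for different hairpins, cultures or preparations is not given, and they were treated as replicates.

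The values analysed were the deposited normalized counts per gene, a signal in units of reads divided by a library factor. Per the submitters' processing notes, reads were aligned to hg19 with TopHat, counted with HTSeq and normalized with DESeq2, without versions. The annotation and the strand setting of the counting are not given. Each value was divided by the smallest value above 0 of its library, and 100% of the results were whole within 0.001 reads, so whole reads could be recovered. Recovered totals ran from 24140324 to 30127727 reads per library. The table held 27106 genes, 6344 of them at 0 in all libraries. At this depth 1 read equals 0.835 to 1.20 normalized counts, and 3 reads were taken as the floor for genes at 0. Counting error is small beside the spread between libraries, with a chi-square per degree of freedom between the 2 libraries of a group from 7.87 (shScr day 0) to 53.8 (shIL1R day 10). Shares of a library carry exact 95% binomial intervals (binom.test in R), which leave out the spread between libraries.

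Genes with at least 10 normalized counts in at least 2 libraries were tested, 13924 in all. The fit was limma 3.58.1 in R 4.3.3 on log2 of the value plus 1, with a mean for each of the 6 groups over all 12 libraries and eBayes with trend (6 residual and 4.98 prior degrees of freedom). Of 11 contrasts 6 compare days within a genotype, 3 compare the genotypes within a day, and 2 are interactions, the difference between genotypes of the change from day 0. The p-values were two-sided and adjusted after Benjamini and Hochberg over the genes of a contrast, and a gene was called below 0.05. For gene lists the same adjustment was also run over the members of the list alone.

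Lists were tested with camera of limma with a preset correlation of 0.01 and again with a correlation estimated from the data, each adjusted over 319 tests. Of 30 lists 29 had at least 5 measured members, and the list of genes encoded by the mitochondrial genome had 0 members in the table. With the preset correlation 124 of 319 tests passed and with the estimated one 0 did (lowest adjusted p = 0.517). The estimated one missed even for the cell cycle list in shScr cells at day 10 (limma camera adjusted p = 0.517). There all 38 members were lower, by a median log2 fold change of −4.70. A miss with the estimated correlation therefore cannot tell a changed list from an unchanged one, and the preset calls stay without its support. The lists cover interleukin-1 signalling, SASP cytokines and chemokines, SASP proteases, growth factors, NF-kB targets, acute phase and complement, Toll-like receptors and inflammasome, interferon response, cell cycle, CDK inhibitors, p53 targets, chromatin and lamina, Ras-MAPK feedback, matrix, TGF-beta and contractile genes, Notch, cholesterol synthesis, lysosome, stress response, immediate early genes, glycolysis and hypoxia, prostaglandins and lipid mediators, histones, ribosomal proteins, 4 sets of markers of other cell types and fibroblast identity. They were written from general knowledge.

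The tests, groups, lists, alternatives and the rule for named genes were chosen before the data were examined. The rule names IL1R1, up to 10 called genes with the largest change in each direction per contrast among those with a mean of at least 50 normalized counts in the higher group and no overlap of libraries, and for each list and contrast up to 4 called members with the largest change, or 2 where none was called. A fixed set of 12 genes is also named between genotypes. It gives 1134 pairs of gene and comparison (378 genes). The text names 264 of these pairs (149 genes), a subset picked after the values were seen, so its share of inflammatory genes is no measure of their share among called genes.

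Alternatives were a pseudocount of 0.5 or 5, no filter or a filter of 50, TMM rescaling, quantile normalization, the replicate number as a block over all libraries or within genotype, a fit of the compared groups alone, robust eBayes, edgeR 4.0.16 and DESeq2 1.42.0 on recovered reads, a 2-fold threshold, and each library left out in turn. List counts without either library of shIL1R day 10 or of shScr day 4 were added after the data were seen. The pipeline was tested on simulated data with 2 libraries per group and the dispersion of each gene estimated by edgeR from these data. For shIL1R against shScr at day 10 limma recovered 40.3, 68.7 and 95.5% of genes changed 1.5-, 2- and 4-fold, with 6 false calls among 13724 unchanged genes. For the day 10 interaction it recovered 2.99, 49.3 and 84.9%, with 5 false calls, so differences under 2-fold are mostly missed there. With the dispersion set per gene and not per group, the simulation leaves out the wider spread of shIL1R day 10. Its chi-square per degree of freedom was 53.8, against 7.87 to 23.8 in the other groups. The simulated recovery and false calls need not hold for contrasts with that group. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No reads were available, so alignment and counting were not repeated, and reads shared by genes of similar sequence could not be examined.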

Results

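Poly(A) RNA was sequenced from IMR90 cells, a human lung fibroblast line that here carries hTERT, the catalytic subunit of telomerase. Tamoxifen switches on an oncogenic Ras fused to a hormone-binding domain, and the cells then enter senescence, a lasting arrest of division. The cells expressed a scramble hairpin RNA (shScr) or a hairpin RNA against the interleukin-1 receptor (shIL1R). They were collected at day 0, at day 4, when the senescence-associated secretory phenotype (SASP) begins, and at day 10, when they were senescent. Each of the 6 groups held 2 libraries, 12 in all, with 24140324 to 30127727 recovered gene-assigned reads per library. The design names 2 independent hairpins against the receptor, and the labels leave open whether replicates 1 and 2 of shIL1R carry different hairpins. They also leave open whether replicates were separate cultures, so the p-values measure the spread between these samples, part of which can be technical. Levels are deposited normalized counts, given as mean ± SD with n = 2 libraries per group. Log2 fold changes are of the normalized count plus 1 and stand with ± their SE from the limma fit over all 12 libraries. A gene is called where its adjusted p over the 13924 genes tested was below 0.05. On the first principal component, which held 68.9% of the variance, the day 0 libraries lay from −74.26 to −68.82 and the day 4 libraries from −11.18 to 2.80. The shScr day 10 libraries lay at 90.54 and 89.21, replicate 1 of shIL1R day 10 at 77.25 and replicate 2 at 45.95. The ribosomal precursor RNA45S5 took 1.34 to 1.47% of the reads of the day 0 libraries. Its share was 1.79% in replicate 1 of shScr day 4, 3.41% (exact 95% binomial interval 3.40 to 3.41%, counting error only) in replicate 2 of it, 1.77 and 1.81% in the shIL1R day 4 libraries, and 2.51 to 2.999% at day 10.

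Whether the hairpin lowered its target was read first. IL1R1, the signalling receptor for interleukin-1, was lower in each shIL1R library than in each shScr library of the same day. The shScr libraries had 1509 and 1552 normalized counts at day 0, 1546 and 1423 at day 4, and 1580 and 1240 at day 10. The shIL1R libraries had 731 and 378 at day 0, 272 and 86.4 at day 4, and 295 and 280 at day 10. The log2 fold change was −1.54 ± 0.42 at day 0, where it did not pass (limma adjusted p = 0.281), −3.27 ± 0.42 at day 4 (adjusted p = 0.0205) and −2.28 ± 0.42 at day 10 (adjusted p = 0.0102). At day 4 it was −4.09 without replicate 1 and −2.44 without replicate 2 of shIL1R day 4. The day 4 call was lost without replicate 1 or 2 of shScr day 0 (limma adjusted p = 0.0631 and 0.0633) or of shScr day 4 (0.108 and 0.144), and the day 10 call without replicate 2 of shScr day 10 (0.0696). In fits of the compared groups alone IL1R1 passed at day 0 (limma adjusted p = 0.00866) and missed at day 4 (0.0916). HRAS, which encodes a Ras isoform, stood at 43215 ± 242 in shScr and 41363 ± 59.4 in shIL1R cells at day 0, and at 26762 ± 4260 and 17401 ± 2656 at day 4 (limma adjusted p = 0.117). At day 10 HRAS stood at 51290 ± 708 and 31399 ± 8654. The labels name no Ras isoform, and gene counts do not separate a transgene from the endogenous gene. HRAS missed at day 10 in a fit of the compared groups alone (limma adjusted p = 0.186). In the fit over all 12 libraries HRAS was lower in shIL1R cells at day 10 (log2 fold change −0.74 ± 0.17, limma adjusted p = 0.0257). That call was lost without replicate 1 or 2 of shScr day 10 (0.0787 and 0.157) or replicate 2 of shIL1R day 10 (limma adjusted p = 0.1, log2 fold change −0.45).

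**Figure D1:**
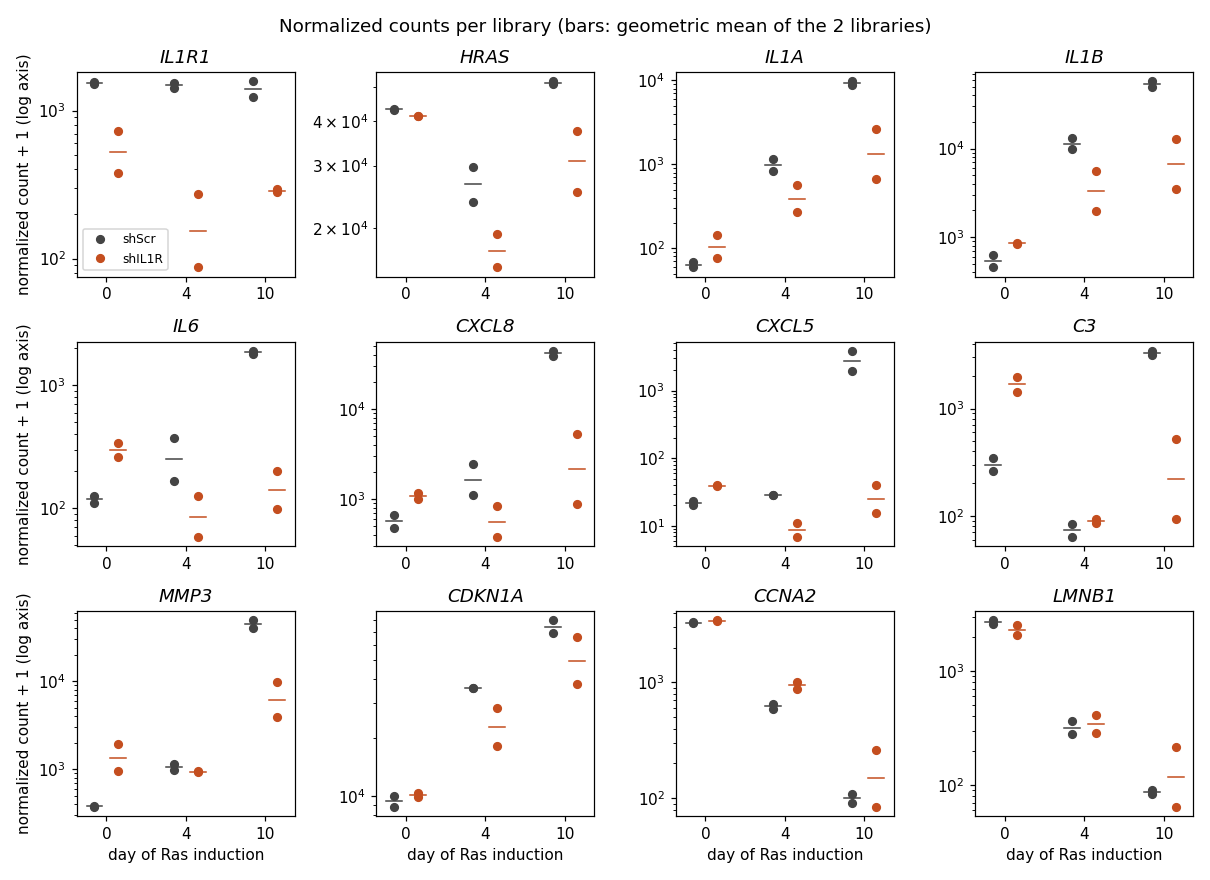
Normalized counts plus 1 (log axes) of 12 genes against the day of Ras induction, with a point per library (grey shScr, orange shIL1R) and a bar at the geometric mean of the 2 libraries of a group. IL1R1 lies lower in both shIL1R libraries on each day, while IL6, CXCL5 and C3 lie lower in both shIL1R libraries at day 10 and higher in both at day 0.

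Day 4 was first set against day 0 in shScr cells. IL1B and IL1A rose, IL1B to 11436 ± 2235 against 543 ± 126 and IL1A to 1000 ± 222 against 63.2 ± 6.77, and the TNF-family cytokine TNFSF15 rose to 2807 ± 535 from 39.0 ± 2.03. Of 19 SASP cytokines and chemokines 8 were higher and 1 lower (2 lower adjusted over the list alone). The colony-stimulating factor gene CSF2 was among those higher (log2 fold change 3.63 ± 0.70). Of 20 SASP proteases and regulators 16 were higher and 0 lower (1 lower adjusted over the list alone). The collagenase MMP1 stood at 109250 ± 10180 against 12288 ± 1706 and the inhibitor TIMP1 at 1.87 ± 0.10. Of 22 growth factor and IGF-binding protein genes 13 were higher and 3 lower, including the stress cytokine GDF15 (4.28 ± 0.46), BMP2 (3.16 ± 0.18) and EREG (2.98 ± 0.29). Of 21 NF-kB targets 11 were higher and 1 lower, with the adhesion receptor ICAM1 at 2.94 ± 0.47 and the cyclooxygenase PTGS2 at 2.07 ± 0.38. All 38 cell cycle genes fell, among them the proliferation antigen MKI67 (−2.80 ± 0.43), the mitotic activator CDC20 (−2.55 ± 0.33) and E2F2, at 2.85 ± 2.69 against 68.4 ± 17.6. Of 12 senescent chromatin and lamina genes 9 fell and 2 rose, with the lamin LMNB1 at −3.06 ± 0.41, HMGB2 at −2.18 ± 0.13 and the histone methyltransferase EZH2 at −2.45 ± 0.18. Among 10 CDK inhibitor and RB genes 3 rose and 3 fell (4 fell adjusted over the list alone). CDKN2B was at 3.85 ± 0.18, CDKN1A at 1.93 ± 0.24 and CDKN2C at −3.06 ± 0.36. Of 21 Ras-MAPK feedback genes 16 were higher and 1 lower (17 higher adjusted over the list alone), with the phosphatases DUSP6 (2.59 ± 0.12) and DUSP4 (2.10 ± 0.14). The early growth response genes EGR1 (2.21 ± 0.33) and EGR3 (5.32 ± 0.36) rose too. Of 22 p53 targets 15 were higher and 0 lower (17 higher adjusted over the list alone). Of 21 glycolysis and hypoxia genes 15 were higher and 0 lower (16 higher adjusted over the list alone), with the glucose transporter SLC2A3 (2.17 ± 0.29) and the aldolase ALDOC (1.91 ± 0.12). Of 18 lysosome genes 10 were higher and 1 lower, and of 17 cholesterol synthesis genes 7 and 0. The Notch target HEY1 (2.73 ± 0.28), the matrix genes POSTN (3.65 ± 0.09) and COL10A1 (4.75 ± 0.23) and CYP26B1 (5.68 ± 0.40), which breaks down retinoic acid, rose. Elastin (ELN, −2.96 ± 0.42), CEMIP (−3.86 ± 0.38), which acts on hyaluronan, and the antiviral OAS3 (−2.72 ± 0.44) fell. Of 24 interferon response genes 6 were higher and 2 lower, and camera did not pass (limma camera adjusted p = 0.703). Complement C3 was lower (−2.04 ± 0.56), a call lost without replicate 1 of shScr day 0 or replicate 2 of shScr day 4 (limma adjusted p = 0.0886 and 0.0794).

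In these shScr day 4 tests camera passed with a preset correlation for the cytokine, protease, growth factor, NF-kB, Ras-MAPK, p53, glycolysis, lysosome and cholesterol lists as higher and for the cell cycle and chromatin lists as lower. None held with an estimated correlation (adjusted p = 0.62 for cytokines, 0.592 for NF-kB targets, 0.696 for cholesterol synthesis and 0.517 for the others). The CDK inhibitor list did not pass (limma camera adjusted p = 0.837), and the cytokine list missed without replicate 1 of shScr day 4 (adjusted p = 0.0584). In total 2698 genes were higher and 2628 lower by limma at day 4 in shScr cells. The 5326 called became 3472 and 3332 without replicates 1 and 2 of shScr day 0, and 3493 without replicate 1 of shScr day 4. In that last fit, chosen for the lists after the data were seen, 5 cytokines, 13 proteases, 10 growth factor genes, 6 NF-kB targets and 11 Ras-MAPK feedback genes were higher, and 2 cytokines and 1 protease lower. Without either shIL1R day 10 library 2 cytokines, 1 protease, 2 NF-kB targets, 5 CDK inhibitor and RB genes and 1 cholesterol synthesis gene were lower. The log2 fold changes without replicates 1 and 2 of shScr day 4 were 2.87 and 4.38 for CSF2, −5.13 and −3.57 for E2F2, and −3.64 and −2.29 for ELN, and CYP26B1 was at 6.31 and 5.05 without replicates 1 and 2 of shScr day 0.

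Senescent shScr cells at day 10 were set against growing ones at day 0. Of 19 cytokine and chemokine genes 16 were higher and 0 lower, with a median log2 fold change of 4.81. IL1B stood at 53643 ± 5911, IL1A at 9297 ± 732, the granulocyte factor CSF3 at 1762 ± 39.1 against 1.75 ± 0.119, the chemokine CCL3 at 8281 ± 3299 against 4.21 ± 4.66 and TNFSF15 at 16099 ± 2645. Of 20 proteases and regulators 19 were higher and 1 lower, with stromelysin MMP3 at 6.87 ± 0.37 and MMP1 at 4.43 ± 0.18. Of 22 growth factor genes 17 were higher and 3 lower (4 lower adjusted over the list alone), including GDF15 (7.04 ± 0.46), the neuregulin NRG1 (4.07 ± 0.13) and BMP2 (3.68 ± 0.18). Of 21 NF-kB targets 18 were higher and 0 lower, with ICAM1 at 5.74 ± 0.47 and the survival gene BCL2A1 at 5.65 ± 0.46. All 38 cell cycle genes were lower, with a median of −4.70, among them MKI67 (−5.72 ± 0.43), CDC20 (−5.41 ± 0.33) and the checkpoint kinase BUB1B (−5.40 ± 0.38). The mitotic genes KIF20A (−6.16 ± 0.50) and CEP55 (−6.04 ± 0.24) fell as well. Of 12 chromatin and lamina genes 9 were lower and 2 higher, with LMNB1 at 86.4 ± 5.32 against 2665 ± 146, EZH2 at −3.92 ± 0.18 and HMGB2 at −3.17 ± 0.13. Of 22 p53 targets 18 were higher and 1 lower, with BTG2 (2.98 ± 0.30) and the proapoptotic BBC3 (2.54 ± 0.22). Of 10 CDK inhibitor and RB genes 4 were higher and 5 lower, with CDKN1A at 2.98 ± 0.24, CDKN2B at 3.93 ± 0.18 and CDKN2C at −4.39 ± 0.36. Of 18 lysosome genes 16 were higher and 0 lower (17 higher adjusted over the list alone), with GPNMB at 6.19 ± 0.41, the autophagy receptor SQSTM1 at 2.43 ± 0.16 and the protease CTSD at 1.34 ± 0.08. Of 12 replication-dependent histone genes, whose near-identical copies make single members uncertain, 10 were higher and 1 lower, with HIST1H2BC at 3.57 ± 0.26 and HIST2H2BE at 3.37 ± 0.23. The RNA45S5 share was also higher at day 10 than at day 0. Of 21 Ras-MAPK feedback genes 14 were higher and 4 lower, with DUSP4 at 4.06 ± 0.14, DUSP5 at 2.83 ± 0.39 and DUSP6 at 2.28 ± 0.12. Of 21 glycolysis and hypoxia genes 16 were higher and 2 lower, with the carbonic anhydrase CA9 at 4.44 ± 0.26. Of 17 cholesterol synthesis genes 9 were higher and 0 lower, with INSIG1 at 2.14 ± 0.20, and of 34 ribosomal protein genes 22 and 0. Of 16 interleukin-1 signalling genes 11 were higher and 3 lower. Each of these lists but the CDK inhibitors (adjusted p = 0.98) passed camera with a preset correlation, and none held with an estimated correlation (adjusted p from 0.517 to 0.779). The interleukin-1 list missed without replicate 1 of shScr day 10 (limma camera adjusted p = 0.0662), and the cholesterol list without replicate 2 of shScr day 0 (0.0512) or of shScr day 10 (0.0849). Without either shIL1R day 10 library 1 cytokine and 2 cholesterol synthesis genes were lower. CCL3, without replicates 1 and 2 of shScr day 0, was at 9.87 and 12.02 and BCL2A1 at 4.99 and 6.30.

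Other lists at day 10 in shScr cells did not pass camera as a whole (adjusted p from 0.0547 to 0.851), while members moved. Of 24 interferon response genes 11 were higher and 5 lower (12 higher adjusted over the list alone). Of 18 stress response genes 12 were higher and 4 lower, with DDIT3 (3.77 ± 0.68) and TRIB3 (3.27 ± 0.42), and of 16 immediate early genes 10 and 3. Of 22 collagen and matrix genes 8 were higher and 8 lower (9 lower adjusted over the list alone), with POSTN at 4.28 ± 0.09 and ELN at −5.22 ± 0.42. Of 18 TGF-beta and contractile genes 9 were higher and 6 lower, and of 10 Notch genes 4 and 0 (1 lower without either shScr day 4 or either shIL1R day 10 library), with HEY1 at 3.78 ± 0.28. Of 8 acute phase and complement genes 4 were higher and 2 lower, with C3 at 3.47 ± 0.56. Of 6 Toll-like receptor and inflammasome genes 3 were higher and 2 lower, and of 11 prostaglandin and lipid mediator genes 3 and 4. Of 14 fibroblast identity genes 1 was higher and 5 lower (4 lower adjusted over the list alone). Decorin (DCN), which is not among these 14, was at −2.24 ± 0.20. Among markers of other cell types, 4 of 7 endothelial markers were higher and 1 lower, with TIE1 at 471 ± 96.3 against 32.4 ± 0.276. Of 5 leukocyte markers 4 were higher and 0 lower, with LAPTM5 at 131 ± 15.6 against 0.919 ± 1.30. Of 6 smooth muscle and neural markers 1 was higher and 1 lower, and of 6 epithelial markers 0 and 1. Among the genes with large changes, the chemokine CXCL12 fell to 6.08 ± 8.59 from 264 ± 35.9 and KLF2 by −3.56 ± 0.22 on the log2 scale. CST1 reached 11106 ± 1491 from 5.72 ± 1.01 and LCE1F 12923 ± 2336 from 8.81 ± 1.84, and both have close paralogs, so their counts are uncertain. CXCL12 was at −4.33 and −8.04 without replicates 1 and 2 of shScr day 10, and LAPTM5 at 7.03 and 5.53 without replicates 1 and 2 of shScr day 0. In total 4523 genes were higher and 4356 lower by limma. Between day 4 and day 10 of the same cells 3023 genes were higher and 3124 lower. Among them were CCL3 at 7.93 ± 1.06, CXCL5 at 2918 ± 1338 against 27.5 ± 0.0969, the transcription regulator ID1 at −3.55 ± 0.19, and the mitotic genes SPC25 (−4.00 ± 0.58) and DLGAP5 (−3.85 ± 0.40).

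The same response was followed in shIL1R cells. All 38 cell cycle genes were lower at day 4 and at day 10 (adjusted p = 0.517 for the list with an estimated correlation on both days), among them E2F2 (−4.74 ± 0.60) and CCNE2 (−2.88 ± 0.33) at day 4 and TOP2A (−4.52 ± 0.28) and CCNA2 (−4.51 ± 0.36) at day 10. Of 12 chromatin and lamina genes 9 were lower at both days, and 3 were higher at day 4 and 2 at day 10. LMNB1 was lower at day 4 (−2.73 ± 0.41) and day 10 (−4.27 ± 0.41), EZH2 at day 10 (−3.40 ± 0.18), and CDKN2C at day 4 (−2.63 ± 0.36). CDKN2B rose by 2.83 ± 0.18 and 4.33 ± 0.18, and by day 10 CDKN2A, the p16 gene, by 2.70 ± 0.12 and CDKN1A by 2.28 ± 0.24. Of 22 p53 targets 11 were higher and 1 lower at day 4 (14 and 2 adjusted over the list alone), and 16 and 1 at day 10 (16 and 2 adjusted over the list alone). Of 20 SASP proteases and regulators 13 were higher at day 4 (14 adjusted over the list alone) and 17 at day 10 (18 adjusted over the list alone), with 0 lower. MMP1 stood at 124191 ± 16263 and MMP14 at 1.75 ± 0.18 on day 4, and MMP1 at 180355 ± 16332, MMP3 at 6833 ± 4167 and TIMP1 at 83272 ± 10010 on day 10. Of 22 growth factor genes 11 were higher and 5 lower at day 4 (12 and 5 adjusted over the list alone), and 12 and 4 at day 10. Of 19 SASP cytokines and chemokines 5 were higher and 5 lower at day 4, and 7 higher and 2 lower at day 10 (7 and 1 adjusted over the list alone), and camera passed at neither day (limma camera adjusted p = 0.997 and 0.0791). IL1A and IL1B were higher at day 4 (1.89 ± 0.54 and 1.98 ± 0.53) and at day 10 (3.67 ± 0.54 and 2.99 ± 0.53), as were TNFSF15 (3.09 ± 0.32 and 4.60 ± 0.32) and GDF15 (3.88 ± 0.46 and 6.14 ± 0.46). Of 8 acute phase and complement genes 4 were lower and 0 higher at day 4, with C3 at −4.22 ± 0.56 and, on day 10, at −2.93 ± 0.56. All 34 ribosomal protein genes were higher at both days, by medians of 0.44 and 0.69, with RPS28 at 0.65 ± 0.08 and 1.17 ± 0.08 and RPL13 at 1.04 ± 0.09 on day 10. Of 21 Ras-MAPK feedback genes 16 were higher and 1 lower at day 4 (16 and 2 adjusted over the list alone) and 12 and 3 at day 10 (12 and 4 adjusted over the list alone), with DUSP4 at 3.22 ± 0.14 on day 10. Of 21 glycolysis and hypoxia genes 16 were higher and 0 lower at day 4, and 17 and 1 at day 10. Of 18 stress response genes 9 were higher and 0 lower at day 4, with DDIT3 at 3.18 ± 0.68, and 9 and 4 at day 10, where camera did not pass (limma camera adjusted p = 0.653). Of 21 NF-kB targets 2 were higher and 3 lower at day 4 (1 and 2 adjusted over the list alone), and 9 and 0 at day 10 (8 and 0 adjusted over the list alone), and camera passed at neither day (limma camera adjusted p = 0.945 and 0.117). Without replicate 2 of shIL1R day 10, chosen after the data were seen, it passed at day 10 with a preset correlation (limma camera adjusted p = 0.0218), with 11 higher and 1 lower. Over all libraries the day 10 adjusted p was 0.735 with an estimated correlation. Of 18 lysosome genes 9 were higher and 1 lower at day 4, and 15 and 0 at day 10, with GPNMB at 5.79 ± 0.41 and SQSTM1 at 1.91 ± 0.16. Of 24 interferon response genes 16 were higher and 1 lower at day 10, with MX1 at 3.62 ± 0.61, and of 12 histone genes 10 and 0. HEY1 (3.49 ± 0.28) and HES1 (2.86 ± 0.37) of the Notch pathway and ANGPT2 (4.79 ± 0.33) rose by day 4, and BMP5 fell to 1.53 ± 0.598 from 86.8 ± 44.0 and ELN to 19.5 ± 4.14 from 246 ± 39.2. By day 10 CCL3 (7.33 ± 1.06) and POSTN (4.35 ± 0.09) were higher, and CTGF (−2.14 ± 0.28) and ELN (−5.83 ± 0.42) lower. Among markers of other cell types 3 of 6 epithelial ones were higher and 0 lower on both days, with the keratin KRT19 at 1.82 ± 0.31 on day 10. Of 7 endothelial markers 3 were higher and 1 lower at day 4 and 4 and 1 at day 10, and of 5 leukocyte markers 2 and 3 were higher and 0 lower. Of 6 smooth muscle and neural markers 1 was higher and 2 lower at day 4 and 0 and 1 at day 10, and none of these 4 lists passed camera (limma camera adjusted p from 0.123 to 0.851). Against day 4, CCL3 (4.91 ± 1.06) and SLC22A23 (3.93 ± 0.26) were higher at day 10 and ESM1 (−3.17 ± 0.22) and HMMR (−3.66 ± 0.46) lower.

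Camera passed in shIL1R cells with a preset correlation at both days for the cell cycle, chromatin, p53, protease, growth factor, ribosomal, Ras-MAPK, glycolysis and lysosome lists, at day 4 for the acute phase and stress response lists and at day 10 for the interferon and histone lists. None held with an estimated correlation (adjusted p from 0.517 to 0.698). At day 4 the growth factor list missed without replicate 2 of shScr day 0 (limma camera adjusted p = 0.0529), replicate 1 of shIL1R day 0 (0.0974) or replicate 1 of shIL1R day 4 (0.0757). The p53 list missed without replicate 1 of shIL1R day 4 (0.0728), and the stress response list without replicate 2 of it (0.206). The day 4 call of IL1A was lost without replicate 1 of shIL1R day 0 or of shIL1R day 4 (limma adjusted p = 0.129 and 0.138). That of IL1B was lost without replicate 1 or 2 of shIL1R day 0 (0.0571 and 0.0603) or replicate 1 of shIL1R day 4 (0.122). IL1B, without replicates 1 and 2 of shIL1R day 4, was at 1.24 and 2.72, DDIT3 at 3.82 and 2.55, and the day 10 to day 4 change of CCL3 at 5.70 and 4.12. Without replicates 1 and 2 of shIL1R day 10 the day 10 changes were 2.66 and 4.67 for IL1A, 2.06 and 3.92 for IL1B, 5.39 and 9.27 for CCL3, 3.97 and 5.23 for TNFSF15, 1.52 and 2.85 for MMP3 and 5.19 and 7.10 for GDF15. They were −4.16 and −1.70 for C3, −3.69 and −5.32 for CCNA2, −3.91 and −5.13 for TOP2A and −3.40 and −5.14 for LMNB1. Against day 4, CCL3 was then at 2.97 and 6.85 and HMMR at −2.66 and −4.66. Without replicate 2 of shIL1R day 10, in a fit chosen after the data were seen, 12 SASP cytokines were higher and 1 lower at day 10, and 2 interferon response genes were lower. Without replicate 1 of it 4 cytokines, 0 interferon response genes and 3 p53 targets were lower at day 10, and 1 glycolysis gene at day 4. Without either shScr day 4 library 0 interferon response genes were lower at day 10 and 2 Ras-MAPK feedback genes at day 4. Without either shIL1R day 10 library 3 p53 targets and 2 Ras-MAPK feedback genes were lower at day 4. Against day 0, 2795 genes were higher and 2832 lower at day 4 and 4183 and 4213 at day 10, and from day 4 to day 10 2451 and 2549. The 5627 called at day 4 became 3624 and 3653 without replicates 1 and 2 of shIL1R day 0.

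The responses of both genotypes, which share no library, were then compared. At day 4 1924 genes were higher in both and 1940 lower in both, where independent lists would share 542 and 535, and 4 genes were called in opposite directions. At day 10 3495 were higher in both and 3453 lower in both, where independent lists would share 1359 and 1318, with 44 opposite. Across genes, which are not independent replicates, the fold changes had Pearson r = 0.829 and Spearman rho = 0.792 at day 4 and r = 0.895 and rho = 0.879 at day 10. The slope of the shIL1R on the shScr fold changes was 0.775 and 0.747. Spread in the shScr fold changes can lower such a slope, which was not tested. The median absolute log2 change was 0.342 in shScr and 0.356 in shIL1R cells at day 4. At day 10 it was 0.583 and 0.544.

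**Figure D2:**
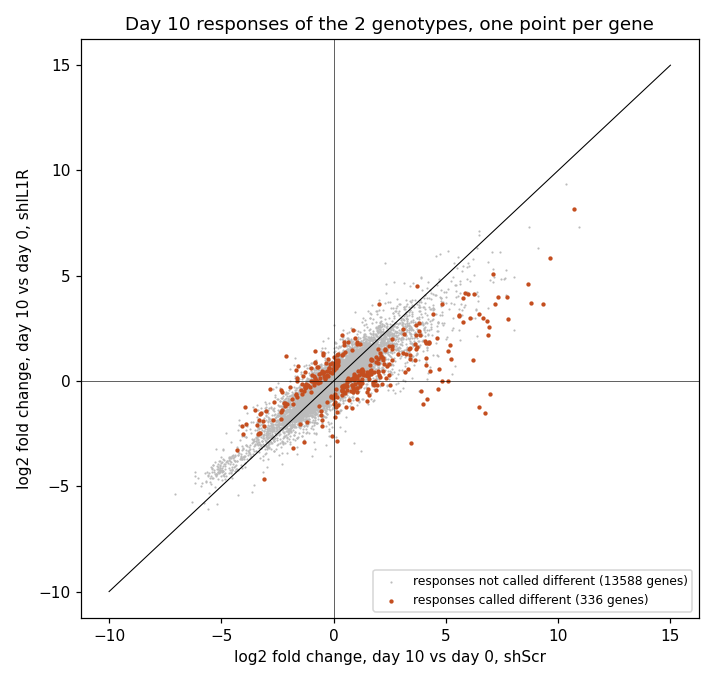
Log2 fold changes of normalized counts plus 1 from day 0 to day 10 in shScr (horizontal axis) and shIL1R cells (vertical axis), with a point per gene tested and a line where both are equal. The 336 orange genes differed between genotypes in the interaction test, 122 with a higher and 214 with a lower change in shIL1R cells.

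Growing shIL1R and shScr cells were compared at day 0. There 4 genes were higher and 5 lower in shIL1R than in shScr cells. PXT1 was at 0.879 ± 0.0264 against 85.4 ± 7.80, the calcium release channel ITPR3 at 1086 ± 54.3 against 2717 ± 118 and the DNA repair gene ERCC6 at 119 ± 0.168 against 261 ± 2.68. Higher were the peptidase DPP4 (1017 ± 199 against 464 ± 12.4), the decoy receptor TNFRSF11B (4751 ± 793 against 2316 ± 301) and the transporter SLC16A6 (438 ± 54.0 against 244 ± 11.2). IL6 stood at 298 ± 55.7 against 118 ± 10.5, CXCL8 at 1068 ± 108 against 570 ± 135, and MMP3 at 1435 ± 676 against 377 ± 2.20. IGFBP5 stood at 134492 ± 24510 against 57417 ± 14533 and C3 at 1697 ± 376 against 301 ± 58.8, and none of these 5 passed (limma adjusted p from 0.052 to 0.756). CCNA2 (3394 ± 36.0 against 3274 ± 28.1) and CDKN1A (10153 ± 351 against 9441 ± 813) did not pass either. Some of the genes given here as not passing gained a call in a fit that left out 1 library. Over all genes 0 members of the fixed lists were called by limma. Adjusted over the list alone, 8 of 22 growth factor genes, 5 of 8 acute phase and complement genes, 5 of 20 proteases, 6 of 18 TGF-beta and contractile genes, 3 of 22 collagen and matrix genes and 3 of 18 stress response genes were higher. Camera passed with a preset correlation for these 6 lists, for SASP cytokines (median 0.44) and for cholesterol synthesis as higher, and for ribosomal proteins (median −0.18) as lower. None held with an estimated correlation (adjusted p from 0.517 to 0.713), and the cholesterol list missed without replicate 2 of shIL1R day 0 (0.263). Of 13924 genes 9 were called by limma, 9 by edgeR and 136 by DESeq2 (94 higher and 42 lower), and 1187 had an unadjusted limma p below 0.05. A fit of these 4 libraries alone called 381, 248 higher and 133 lower. Without replicates 1 and 2 of shScr day 0 3 and 2 genes were called, without those of shIL1R day 0 20 and 1, and without either shIL1R day 10 library 62 (39 higher and 23 lower). In those last 2 fits 1 cytokine, 2 proteases, 3 growth factor genes, 1 acute phase gene and 3 matrix genes were higher. PXT1 was called in each fit that left out 1 library. Of the other 5 genes named as called, 4 were lost without replicate 1 or 2 of shScr day 0 (limma adjusted p from 0.0573 to 0.126 and from 0.137 to 0.254), all but ITPR3, and all 5 without replicate 2 of shIL1R day 0 (0.0634 to 0.227).

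At the start of SASP induction, day 4, 6 genes were higher and 33 lower in shIL1R than in shScr cells. TNFSF15 was at 730 ± 145 against 2807 ± 535, the cytokine LIF at 1246 ± 347 against 2438 ± 271, and the proteoglycan BGN at 655 ± 167 against 1533 ± 234. TIGAR, a p53 target, was at 612 ± 59.5 against 1080 ± 35.8 and ARRDC4 at 155 ± 40.6 against 522 ± 201. PXT1 was at 0 in both shIL1R libraries, where 3 reads would be 2.93 and 3.32 normalized counts, and at 88.2 ± 7.74 in shScr cells. Higher were the amino acid synthesis genes ASNS (5205 ± 1765 against 2251 ± 205) and PHGDH (4999 ± 1558 against 2188 ± 251), the noncoding RNA GAS5 (2607 ± 210 against 1589 ± 84.8) and HHEX (192 ± 29.5 against 78.7 ± 15.8). IL1B stood at 3771 ± 2520 against 11436 ± 2235, IL1A at 413 ± 207 against 1000 ± 222, and IL6 at 90.8 ± 47.0 against 270 ± 148. CXCL8 stood at 599 ± 316 against 1762 ± 938 and ICAM1 at 1354 ± 596 against 4329 ± 1130, and none of these 5 passed (limma adjusted p from 0.116 to 0.25). CCNA2, CDKN1A, MMP1 and HRAS did not pass (adjusted p from 0.117 to 0.624). Most of the genes given here as not passing gained a call in some fit that left out 1 library. Of 19 SASP cytokines 2 were lower (6 adjusted over the list alone), of 21 NF-kB targets 0 (5 lower adjusted over the list alone), of 22 p53 targets 1 (3 adjusted over the list alone) and of 12 histone genes 0 (7 lower adjusted over the list alone). Of 18 stress response genes 2 were higher (3 adjusted over the list alone), of 38 cell cycle genes 0 (1 adjusted over the list alone) and of 34 ribosomal protein genes 0 (11 higher adjusted over the list alone). Camera passed for these 7 lists with a preset correlation and for none with an estimated correlation (adjusted p from 0.517 to 0.679). Replicate 2 of shScr day 4 had the highest RNA45S5 share, but without either library of that group 0 cytokines, 0 p53 targets, 0 matrix genes and 0 stress response genes were called, in fits chosen after the data were seen. The log2 fold changes without replicates 1 and 2 of it were −1.75 and −2.14 for TNFSF15, −1.08 and −1.40 for BGN, −0.85 and −0.79 for TIGAR and 1.26 and 1.08 for ASNS, against −1.94, −1.24, −0.82 and 1.17 with both. Without either shIL1R day 10 library 7 cytokines, 6 NF-kB targets, 4 p53 targets and 1 histone gene were lower, and 13 cell cycle and 7 ribosomal protein genes higher. In total 39 genes were called by limma, 43 by edgeR and 469 by DESeq2 (203 higher and 266 lower), and 2540 had an unadjusted limma p below 0.05. The count was 1 without either shScr day 4 library, 104 (34 higher and 70 lower) and 4 without replicates 1 and 2 of shIL1R day 4, 2 without either shScr day 0 library, and 7 without either shIL1R day 0 library. It was 10 without either shScr day 10 library, and 738 (320 higher) and 739 (318 higher) without replicates 1 and 2 of shIL1R day 10. Of the 11 genes named as called, IL1R1 and PXT1 among them, only PXT1 was kept in each of these fits. Lost were 10 without replicate 1 or 2 of shScr day 0 (limma adjusted p from 0.0631 to 0.103 and from 0.0633 to 0.0998) or of shScr day 4 (0.0752 to 0.164 and 0.144 to 0.295). Lost were 9 without replicate 1 or 2 of shIL1R day 0 (0.0614 to 0.0901 and 0.0668 to 0.0905) or replicate 2 of shIL1R day 4 (0.19 to 0.445), and 8 without replicate 1 or 2 of shScr day 10 (0.0514 to 0.0802 and 0.0509 to 0.0804). In a fit of the 4 day 4 libraries alone, which called 1 gene, the same 10 were lost (limma adjusted p from 0.083 to 0.124), with no filter on low values 8 (0.0727 to 0.0837), and with a filter of at least 50 5 (0.0512 to 0.0538). With robust eBayes TNFSF15, BGN and ARRDC4 were lost (0.054 to 0.0593), and ARRDC4 with quantile normalization (0.0512). With the replicate number as a block over all libraries LIF, HHEX and ARRDC4 were lost (limma adjusted p from 0.0508 to 0.0626).

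Senescent shIL1R and shScr cells were compared at day 10. In shIL1R cells the neutrophil chemokine gene CXCL5 was at 27.1 ± 17.6 against 2918 ± 1338 (log2 fold change −6.77 ± 0.43, limma adjusted p = 3.76e-05), CSF3 at 42.2 ± 45.4 against 1762 ± 39.1, the chemokine CCL20 at 15.4 ± 13.8 against 457 ± 159 and IL6 at 148 ± 72.1 against 1850 ± 70.2. CXCL1, which shares sequence with CXCL2 and CXCL3 and is uncertain for that, was at 76.5 ± 68.2 against 1181 ± 120, and CXCL8 at 3078 ± 3103 against 41655 ± 3805. IL1B was at 8156 ± 6547 against 53643 ± 5911, IL1A at 1668 ± 1425 against 9297 ± 732 and IL33 at 23.4 ± 5.93 against 97.5 ± 8.98. Of 19 SASP cytokines and chemokines 14 were lower and 0 higher (15 lower adjusted over the list alone), with a median of −3.12. CCL2, at 193 ± 186 against 74.2 ± 11.9, did not pass. Of 21 NF-kB targets 12 were lower and 0 higher (16 lower adjusted over the list alone), with ICAM1 at −2.42 ± 0.47, PTGS2 at −2.58 ± 0.38, the apoptosis inhibitor BIRC3 at −2.60 ± 0.54 and the RNase ZC3H12A at −2.25 ± 0.21. IRAK3, an inhibitor of receptor signalling, was at 99.8 ± 16.6 against 479 ± 23.9, and of 16 interleukin-1 signalling genes 5 were lower and 2 higher (8 and 2 adjusted over the list alone). Proteases divided, with MMP3 (−2.84 ± 0.37), MMP10 (−2.84 ± 0.32) and the serpin SERPINB2 (−2.25 ± 0.38) lower, and 4 of 20 lower and 1 higher in all (5 and 2 adjusted over the list alone). MMP1, at 180355 ± 16332 against 263148 ± 5102, did not pass (limma adjusted p = 0.0742). Of 22 growth factor genes 7 were lower and 2 higher (8 and 2 adjusted over the list alone), with NRG1 (−1.86 ± 0.13) and the activin subunit INHBA (−2.05 ± 0.38) lower and IGFBP2 (1.69 ± 0.36) higher. Of 8 acute phase and complement genes 3 were lower and 1 higher (3 and 2 adjusted over the list alone), with C3 at 304 ± 299 against 3311 ± 202 and C1R higher (0.74 ± 0.20). SAA1 and SAA2, near-identical and so uncertain, were at 1.20 ± 1.70 against 111 ± 53.5 and 0.600 ± 0.848 against 90.5 ± 29.5. The log2 fold changes without replicates 1 and 2 of shIL1R day 10 were −7.46 and −6.09 for CXCL5, −7.30 and −4.55 for CSF3, −6.06 and −4.08 for CCL20, −5.34 and −3.23 for CXCL1, −5.55 and −2.98 for CXCL8, −3.81 and −1.79 for IL1A and −3.92 and −2.06 for IL1B. They were −3.34 and −1.51 for ICAM1, −3.18 and −1.98 for PTGS2, −3.68 and −1.51 for BIRC3, −3.51 and −2.18 for MMP3, −3.00 and −1.51 for SERPINB2, −2.72 and −1.39 for INHBA, −5.14 and −2.68 for C3 and −6.72 and −4.96 for SAA1.

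Other lists were compared at day 10 as well. Of 24 interferon response genes 3 were higher and 1 lower (5 and 1 adjusted over the list alone), with OAS2 (2.89 ± 0.69), IFIT1 (2.29 ± 0.53) and IFI6 (1.44 ± 0.35) higher. The chemokine CXCL10 (−2.37 ± 0.53) was lower, and USP18 higher by 1.82 ± 0.40. Of 38 cell cycle genes 5 were higher and 0 lower, with BIRC5 (1.17 ± 0.31), FOXM1 (1.05 ± 0.28) and CCNB2 (0.90 ± 0.25). The CDK inhibitor gene CDKN1A stood at 51370 ± 19658 against 74464 ± 7449. The cell cycle gene CCNA2 stood at 173 ± 126 against 99.1 ± 11.7 and the lamin gene LMNB1 at 140 ± 108 against 86.4 ± 5.32. CDKN1A, CCNA2 and LMNB1 did not pass (limma adjusted p from 0.14 to 0.53), and CDKN2A was higher by 0.48 ± 0.12. Each of CDKN1A, CCNA2 and LMNB1, and CCL2 and MMP1 above, gained a call in some fit that left out 1 library. Of 14 fibroblast identity genes 3 were higher and 0 lower (4 higher adjusted over the list alone), the growth factor receptor PDGFRB (0.81 ± 0.14), TBX5 (0.74 ± 0.13) and S100A4 (0.85 ± 0.19). Of 12 histone genes 4 were lower and 0 higher, with HIST2H2BE at −1.47 ± 0.23 and HIST1H2BC at −1.23 ± 0.26, and of 34 ribosomal protein genes 5 were higher and 0 lower (18 higher adjusted over the list alone). Of 21 glycolysis and hypoxia genes 4 were lower and 0 higher (5 and 1 adjusted over the list alone), with ENO2 at −0.48 ± 0.08 and PGK1 at −0.38 ± 0.09. The p53 targets RRM2B (−0.68 ± 0.15) and MDM2 (−0.46 ± 0.11) were lower, as were DUSP4 (−0.76 ± 0.14), BGN (−1.09 ± 0.21), VLDLR (−0.61 ± 0.10) and the elastase inhibitor PI3 (16.7 ± 20.4 against 358 ± 57.0). ETV1 (0.53 ± 0.14), POSTN (0.61 ± 0.09), the cystine transporter SLC7A11 (1.05 ± 0.20), PODN (2.08 ± 0.33), the lipid receptor S1PR1 (1.72 ± 0.24) and IL21R (57.8 ± 15.6 against 11.1 ± 5.74) were higher, and PXT1 was at 0.564 ± 0.798 against 87.3 ± 1.71. The log2 fold changes without replicates 1 and 2 of shIL1R day 10 were 3.09 and 1.50 for IFIT1, 2.48 and 1.17 for USP18, −3.13 and −1.62 for CXCL10, 1.87 and 0.47 for BIRC5 and −6.77 and −3.47 for PI3. OAS2 was at 3.5797 and 2.21 without replicates 1 and 2 of shScr day 10.

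**Figure D3:**
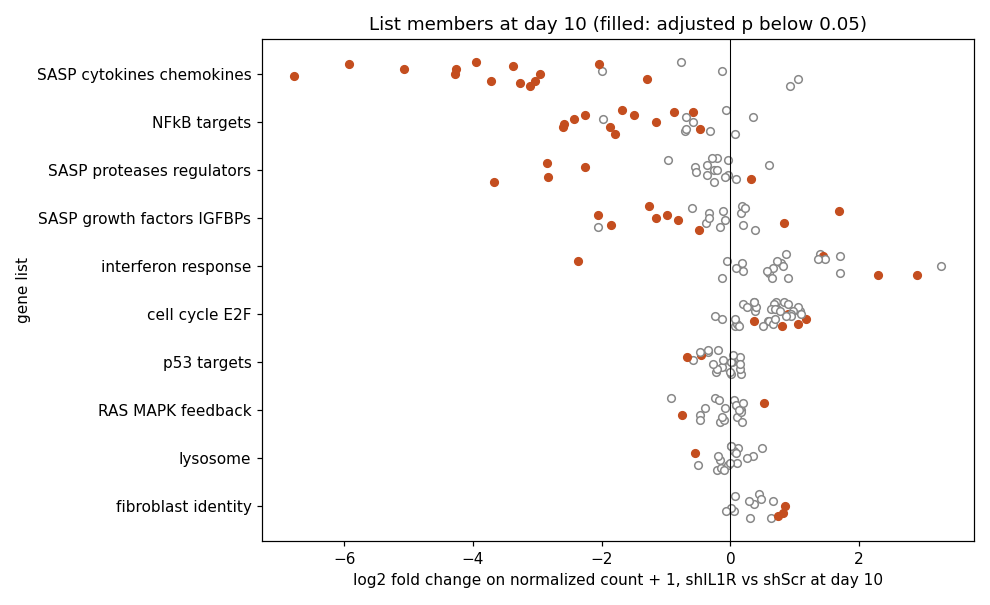
Log2 fold changes of normalized counts plus 1 at day 10 (horizontal axis), shIL1R against shScr cells, with a point per measured member of 10 gene lists (vertical axis), filled where the limma adjusted p was below 0.05. Of 19 SASP cytokine and chemokine genes 14 are filled below 0, and of 38 cell cycle genes 5 are filled above 0.

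Camera passed at day 10 with a preset correlation for the cytokine, NF-kB, protease, growth factor, histone and glycolysis lists as lower and for the interferon, cell cycle, fibroblast and ribosomal lists as higher. None held with an estimated correlation (adjusted p from 0.517 to 0.592). In total 608 genes were higher and 675 lower by limma in shIL1R cells. Replicate 2 of shIL1R day 10, which lay apart on the first principal component, weighed on the list counts. Without it, in a fit chosen after the data were seen, 10 SASP cytokines and 8 NF-kB targets were lower. In that fit 3 interleukin-1 signalling genes and 4 proteases were lower and 0 higher, 4 growth factor genes lower and 1 higher, and 0 acute phase genes higher. There 0 interferon response genes were called, 1 cell cycle gene was higher, 1 histone gene and 1 glycolysis gene were lower, and 14 ribosomal protein genes and 1 p53 target were higher and 0 p53 targets lower. Camera missed there for the proteases (limma camera adjusted p = 0.277) and the cell cycle list (0.332), and CCNA2, LMNB1 and CCL2 stood at −0.23, −0.44 and −0.27. Without replicate 1 of shIL1R day 10 8 interleukin-1 signalling genes, 11 proteases, 7 p53 targets and 7 histone genes were lower, 2 ribosomal protein genes, 1 cytokine and 1 glycolysis gene higher, and 11 interferon response, 32 cell cycle and 7 fibroblast identity genes higher. Camera also missed for growth factors without replicate 1 of shScr day 10 (0.0571) and for the interferon list without replicate 2 of it (0.0644). Without either shScr day 4 library, also chosen after the data were seen, 0 cell cycle genes, 2 ribosomal protein genes and 0 acute phase genes were higher, and 12 cytokines, 11 NF-kB targets and 6 growth factor genes lower. Those libraries enter this comparison only through the variance, and the log2 fold changes of C1R, BIRC5, FOXM1 and CCNB2 stayed the same. The genes called numbered 115 without replicate 2 of shScr day 10, 3521 and 621 without replicates 1 and 2 of shIL1R day 10, 821 and 817 without replicates 1 and 2 of shScr day 0, and 80 in a fit of the 4 day 10 libraries alone, 12 higher and 68 lower. Of the 55 genes named as called at day 10, those lost numbered 38 without replicate 2 of shScr day 10 (limma adjusted p from 0.0503 to 0.325), 20 without replicate 2 of shIL1R day 10 (0.0516 to 0.174) and 11 without replicate 1 of shScr day 10 (0.0508 to 0.147). C1R, BIRC5, FOXM1, CCNB2 and ETV1 were lost without any 1 of the 8 libraries of days 0 and 4 (0.0539 to 0.0782), CDKN2A without any 1 of the shScr day 0, shIL1R day 0 and shScr day 4 libraries (0.0534 to 0.0591), and PGK1 without either shIL1R day 0 library. The 16 kept without any 1 library were CXCL5, CSF3, CCL20, CXCL1, IL6, IRAK3, MMP3, MMP10, NRG1, ZC3H12A, SAA1, SAA2, POSTN, IL21R, S1PR1 and PXT1. Of the 55 named genes 39 were lost in the fit of the 4 day 10 libraries alone (limma adjusted p from 0.0535 to 0.308), POSTN (0.08), IL21R (0.0863) and S1PR1 (0.0635) among them. With no filter on low values C1R, BIRC5, FOXM1, CCNB2, ETV1 and PGK1 were lost (limma adjusted p from 0.052 to 0.0749), with robust eBayes BIRC5, FOXM1 and CCNB2 (0.0603 to 0.0659), with quantile normalization PGK1 (0.0583), and with a pseudocount of 0.5 OAS2 and CCNB2 (0.05 to 0.0587). SAA1, SAA2 and OAS2 had no DESeq2 call. With the replicate number as a block over all libraries CCNB2 and ETV1 were lost (limma adjusted p = 0.054 and 0.0504).

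The interaction tested whether the change from day 0 differed between genotypes. It subtracts the day 0 difference, so a level that differed before Ras enters it as well as a different response. By day 10 122 genes had a higher and 214 a lower log2 change in shIL1R than in shScr cells. The difference of the changes was −4.68 ± 0.52 for MMP3 (limma adjusted p = 0.00204), −5.05 ± 0.61 for IL6, −2.50 ± 0.21 for IRAK3, −2.14 ± 0.18 for the mitochondrial superoxide dismutase SOD2 and −2.16 ± 0.19 for NRG1. It was −3.51 ± 0.76 for IL1A, −3.65 ± 0.75 for IL1B, −2.95 ± 0.67 for ICAM1, −1.78 ± 0.30 for IGFBP3 and −1.26 ± 0.25 for MMP1. At day 10 itself the genotypes differed by less for MMP3 (−2.84) and MMP1 (−0.55, not called). They differed by slightly more for CSF3 (−5.93, against −5.65 in the interaction). Of 19 SASP cytokines 10 had a lower change (15 adjusted over the list alone), of 21 NF-kB targets 5 (11 adjusted over the list alone), and of 20 proteases 4 (8 adjusted over the list alone). Of 8 acute phase genes 3 had a lower change (4 adjusted over the list alone), and of 16 interleukin-1 signalling genes 3 (6 lower and 2 higher adjusted over the list alone). Of 22 growth factor genes 8 had a lower and 1 a higher change (11 and 2 adjusted over the list alone). Of 12 histone genes 1 had a lower change (2 adjusted over the list alone), of 18 stress response genes 1, of 21 glycolysis genes 0 (1 adjusted over the list alone) and of 16 immediate early genes 0. Of 38 cell cycle and 24 interferon response genes 0 were called, of 14 fibroblast identity genes 1 had a higher change (4 adjusted over the list alone), and of 34 ribosomal protein genes 1 (30 adjusted over the list alone). Camera passed for these 14 lists with a preset correlation, the last 4 as higher, and for none with an estimated correlation (adjusted p from 0.517 to 0.696). Without replicate 2 of shIL1R day 10 camera missed for the cell cycle (limma camera adjusted p = 0.086), interleukin-1 (0.0706), interferon (0.14), stress response (0.302), immediate early (0.203), glycolysis (0.197), histone (0.0799) and fibroblast lists (0.145), and 21 ribosomal protein genes and 1 cell cycle gene had a higher change. The interleukin-1 list also missed without replicate 2 of shIL1R day 0 (0.0754), replicate 1 of shScr day 4 (0.05) or replicate 1 of shScr day 10 (0.144), and the interferon list without replicate 2 of shScr day 10 (0.377). The immediate early list missed without replicate 2 of shScr day 0 (0.083) or replicate 1 or 2 of shScr day 10 (0.0643 and 0.0609). The glycolysis list missed without replicate 1 of shScr day 0 (0.0993), replicate 2 of shIL1R day 0 (0.0959) or replicate 1 or 2 of shScr day 10 (0.0557 and 0.0513). Without replicate 1 of shIL1R day 10 15 cytokines, 12 NF-kB targets, 9 proteases, 7 interleukin-1, 6 stress response, 4 histone and 3 glycolysis genes had a lower change, and 31 cell cycle, 7 ribosomal, 6 fibroblast, 5 interferon response, 3 interleukin-1 and 2 growth factor genes and 1 cytokine a higher one. Without either shScr day 4 library, which enter this test only through the variance, 0 ribosomal and 0 fibroblast genes, 1 interleukin-1 gene, 3 proteases and 4 NF-kB targets were called. The count of 336 became 72 and 42 without replicates 1 and 2 of shScr day 0, 154 and 44 without those of shIL1R day 0, 49 without replicate 2 of shScr day 10 and 2123 without replicate 1 of shIL1R day 10. The difference without replicates 1 and 2 of shIL1R day 10 was −5.35 and −4.02 for MMP3, −4.52 and −2.51 for IL1A, −4.58 and −2.72 for IL1B and −3.87 and −2.03 for ICAM1. IL1A, IL1B, ICAM1 and MMP1 were lost without replicate 1 or 2 of shScr day 0, replicate 2 of shIL1R day 0 or replicate 1 or 2 of shScr day 10, and all of these but MMP1 without replicate 1 of shIL1R day 0 or either shScr day 4 library. ICAM1 was lost without either shIL1R day 4 library, and IGFBP3 without replicate 2 of shIL1R day 0 or of shScr day 10. IL1A, IL1B and ICAM1 were also lost with no filter on low values (limma adjusted p = 0.0733, 0.0591 and 0.0828) and with robust eBayes (0.0719, 0.0711 and 0.0899). IL1A and ICAM1 were lost in edgeR (edgeR adjusted p = 0.0729 and 0.0642) and in a fit of the compared groups alone (limma adjusted p = 0.0723 and 0.0779). MMP1 was lost with no filter and in that fit too. Over the 29 genes named for this test, the adjusted p of those lost ran from 0.0641 to 0.165 and 0.0521 to 0.183 without replicates 1 and 2 of shScr day 0. It ran from 0.0524 to 0.0937 and 0.0522 to 0.21 without those of shIL1R day 0, and from 0.0501 to 0.0748 and 0.0507 to 0.0748 without those of shScr day 4. It ran from 0.0513 to 0.0702 and 0.0509 to 0.0693 without those of shIL1R day 4, and from 0.0582 to 0.0773 and 0.0502 to 0.194 without those of shScr day 10.

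At day 4 DPP4, SLC16A6, TFPI2 and TFRC had a lower change in shIL1R cells and 0 genes a higher one by limma or edgeR. DESeq2 called 104 genes (42 higher and 62 lower) and 1525 had an unadjusted limma p below 0.05. Of these 4 genes, DPP4 and SLC16A6 were already called higher in shIL1R cells at day 0 (log2 fold change 1.12 and 0.84). That day 0 difference is part of their lower change. All 4 were lost without replicate 1 or 2 of shScr day 0 (limma adjusted p from 0.138 to 0.17 and from 0.124 to 0.257), or replicate 2 of shIL1R day 0 (0.175 to 0.373). They were lost too without replicate 1 or 2 of shScr day 4 (0.0969 to 0.178, and 0.138), replicate 2 of shIL1R day 4 (0.119 to 0.168) or replicate 1 or 2 of shScr day 10 (0.0508 to 0.1 and 0.0507 to 0.1). TFPI2 and TFRC were lost without replicate 1 of shIL1R day 0 (0.0819 and 0.095). All 4 were lost with no filter on low values (limma adjusted p from 0.0747 to 0.0973) and all but DPP4 with quantile normalization (0.0642). TFRC was lost with a filter of at least 50 (0.0527) or a pseudocount of 0.5 (0.0513). With the replicate number as a block within genotype all 4 were lost (limma adjusted p from 0.0538 to 0.0684). As a block over all libraries it lost TFPI2 and TFRC (0.0519 and 0.0597). The count of 4 was 13 without replicate 1 of shIL1R day 4, 3 without replicate 1 of shIL1R day 0, 22 and 26 (4 higher in each) without replicates 1 and 2 of shIL1R day 10, and 0 without any other 1 library. A fit of the compared groups alone called 36, 14 higher and 22 lower. Over all genes 0 list members were called, and adjusted over the list alone 5 of 19 SASP cytokines, 5 of 21 NF-kB targets, 6 of 22 growth factor genes, 3 of 22 p53 targets, 2 of 20 proteases and 5 of 12 histone genes had a lower change. Adjusted over the list alone, 29 of 34 ribosomal protein genes, 2 of 12 chromatin and lamina genes and 1 of 22 growth factor genes had a higher change. Adjusted in the same way, of 16 immediate early genes 1 had a higher and 1 a lower change, and 0 of 38 cell cycle, 22 matrix and 17 cholesterol genes differed. The camera calls of these 12 lists with a preset correlation did not hold with an estimated correlation (adjusted p from 0.517 to 0.679). The protease list missed without replicate 2 of shIL1R day 0 (limma camera adjusted p = 0.131), replicate 1 of shScr day 4 (0.283) or replicate 1 of shIL1R day 4 (0.0539), and the matrix list without replicate 2 of shScr day 0 (0.0754) or replicate 1 of shScr day 4 (0.176). The immediate early list missed without replicate 1 of shScr day 4 (0.136) or replicate 2 of shIL1R day 4 (0.0789). Without replicates 1 and 2 of shIL1R day 10 3 and 4 SASP cytokines and 2 growth factor genes in each fit had a lower change and 1 cell cycle gene a higher one, and without replicate 2 of it 1 protease and 1 NF-kB target a lower one.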

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

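The tests of a lower Ras transcript, of a less advanced response of replicate 2 of shIL1R day 10 and of an admixture of growing cells were planned before their results were seen. The other tests of explanations below were chosen after. What drew attention was that the change from day 0 differed between shScr and shIL1R cells in the interaction test. That test subtracts the day 0 difference, so a level that differed before Ras enters it. At day 4 0 genes had a higher and 4 a lower log2 change in shIL1R cells by limma, where edgeR called 4 genes, DESeq2 104 and 1525 had an unadjusted p below 0.05. These 4 were DPP4 (−1.54), SLC16A6 (−1.23), TFPI2 (−1.12) and TFRC (−1.04), and the count of calls was 0 with no filter on low values, and without replicate 1 or 2 of shScr day 0, of shScr day 4 or of shScr day 10, or replicate 2 of shIL1R day 0 or day 4. It was 3 without replicate 1 of shIL1R day 0, 13 without replicate 1 of shIL1R day 4, and 22 and 26 without replicates 1 and 2 of shIL1R day 10.

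At day 10 122 genes had a higher and 214 a lower change. The 10 named with a higher change were the cytokine receptor gene IL21R (3.29), PLEKHG4B (2.70), ADAMTSL1 (2.49), the integrin ITGA10 (2.25), NNAT (2.19), the lipid receptor S1PR1 (2.15), ID1 (1.96), MBOAT1 (1.88), SYTL5 (1.80) and RGS4 (1.77). The 10 with a lower change were SAA1 (−8.25), SAA2 (−7.73), CXCL5 (−7.62), C3 (−6.40), CSF3 (−5.65), CXCL8 (−5.19), SERPINB4 (−5.08), CCL20 (−5.07), TTC9 (−5.05) and IL6 (−5.05). Fitted values of genes near 0 depend on the pseudocount and bound nothing, among them SERPINB4, at 0 in the shIL1R day 0 and day 10 libraries, and CCL20, at 0 in all day 0 libraries. IL21R, ADAMTSL1, SAA1, SAA2, CXCL5, C3 and IL6 were called without any 1 library. CSF3, SERPINB4 and CCL20 were not called by edgeR (edgeR adjusted p = 0.321, 1 and 1), nor SAA2, SERPINB4, CCL20 and TTC9 by DESeq2. CXCL8 was lost with robust eBayes (limma adjusted p = 0.0509), PLEKHG4B (0.0556), NNAT (0.0845) and TTC9 (0.0755) with no filter on low values, TTC9 with a pseudocount of 0.5 (0.079), and PLEKHG4B (0.0715), NNAT (0.111), SYTL5 (0.0577) and TTC9 (0.0631) in a fit of the compared groups alone. Lost without replicate 2 of shScr day 0 were PLEKHG4B, ITGA10, NNAT, S1PR1, ID1, MBOAT1, SYTL5, RGS4, CSF3, CXCL8, SERPINB4, CCL20 and TTC9 (limma adjusted p from 0.0521 to 0.158). All of these but MBOAT1 were lost without replicate 2 of shScr day 10 (0.0502 to 0.194), and all but ID1 and RGS4 without replicate 2 of shIL1R day 0 (0.0522 to 0.21). PLEKHG4B, NNAT, CXCL8, SERPINB4, CCL20 and TTC9 were lost without replicate 1 of shScr day 0 or of shIL1R day 0, CSF3 without the first of these and SYTL5 without the second (0.0641 to 0.165 and 0.0524 to 0.0937). PLEKHG4B, NNAT and TTC9 were lost without replicate 1 of shScr day 10 (0.063 to 0.0755), NNAT and TTC9 without either shScr day 4 library (0.0735 to 0.0748), NNAT without either shIL1R day 4 library (0.0702 and 0.0693) and TTC9 without replicate 2 of shIL1R day 10 (0.0714). Without replicates 1 and 2 of shIL1R day 10 the values were −9.13 and −7.37 for SAA1, −8.31 and −6.93 for CXCL5, −7.63 and −5.17 for C3, −7.03 and −4.27 for CSF3, −6.47 and −3.90 for CXCL8, −6.06 and −4.08 for CCL20 and 2.85 and 1.53 for NNAT. TTC9 was at −3.86 and −6.24 without replicates 1 and 2 of shScr day 0, and SERPINB4 at −5.67 and −4.48 without replicates 1 and 2 of shScr day 10. NNAT was also lost with the replicate number as a block over all libraries (limma adjusted p = 0.0607) or within genotype (0.0691).

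Of 19 SASP cytokine genes 14 were lower and 0 higher by limma in shIL1R cells at day 10, and the camera call of the list did not hold with an estimated correlation (limma camera adjusted p = 0.517). Among them 15 members were at least 2-fold higher at day 10 in shScr cells. Their median response was 0.502 of that in shScr cells in replicate 1 of shIL1R and 0.0377 in replicate 2. Random lists with a like response in shScr cells had medians of 0.755 and 0.536 (percentiles 0.03 and 0). These random lists were not matched on timing. The SASP list rose late in shScr cells, by a median of 1.03 to day 4 and 3.92 from day 4 to day 10. A less advanced response of the whole transcriptome could lower late genes more than others, so it stays open. The 17 NF-kB targets outside the SASP list that met the same 2-fold bound had ratios of 0.473 and 0.214 (percentiles 0.09 and 0). These ratios restate the lower day 10 levels of NF-kB targets, seen before this test was chosen. A loss of receptor signalling to NF-kB therefore stays a candidate explanation without separate support. A lower level of the Ras transcript stays open. The 9 of 21 Ras-MAPK feedback genes that met the 2-fold bound had ratios of 0.832 and 0.631. These lay at percentiles 51.4 and 45.0 of like random lists. Genes of those lists also rose after Ras induction, so weaker Ras could lower both, and the percentiles cannot decide. HRAS stood at 37518 and 25280 in replicates 1 and 2 of shIL1R day 10, against 51790.5 and 50788.8 in shScr day 10. Its counts do not separate a transgene from the endogenous gene. Effects of the hairpin other than on its target were not tested.

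Replicate 2 of shIL1R day 10 lay between day 4 and day 10. Its difference from replicate 1 had r = 0.430 across genes (rho = 0.327) with the shScr change from day 10 back to day 4, between the values set in advance for and against a less advanced response, so this stays open. An admixture of growing cells as the only cause is argued against, since genes that rose implied a share of 35.6% (quartiles 12.5 and 59.0%) and cell cycle genes 5.83% (4.85 and 6.89%). Ribosomal carry-over or depth is argued against by a ratio of RNA45S5 shares of 1.13, against 1.90 in shScr day 4, and a ratio of read totals of 1.0008, against 1.21 in shScr day 10. A different hairpin in this library could not be tested.

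Histone genes that are expressed in dividing cells and lack poly(A) tails there rose by day 10 while cell cycle genes fell. Carry-over of RNA without tails is argued against by replicates 2 and 1 of shScr day 4, which differ in the RNA45S5 share, since the members differed by a median of only 0.18 on the log2 scale (quartiles 0.09 and 0.27). The members rose by a median of 2.77 (quartiles 1.85 and 3.39), and RNA45S5 by 1.10 ± 0.24. Reads of a few members cannot be told apart from a rise of the class, since 10 of 12 members were called but near-identical copies can share reads, which could not be examined. Tailed histone transcripts in arrested cells are a candidate explanation that was not tested further.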

How the results depend on the processing

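The alternatives below were planned before the data were examined, except list counts without either library of shIL1R day 10 or of shScr day 4, and where no reason is given the cause was not tested. Counts of genes called stayed within 1.5 times in 114 of 140 refits other than leaving out a library. With adjusted p and 2-fold, stricter by construction, they were 1765 (day 4), 3958 (day 10) and 1928 (day 10 against day 4) in shScr, 1639, 3450 and 1383 in shIL1R, 18 at day 4 and 393 at day 10 between genotypes, and 202 for the day 10 interaction, and the similarity of Ras response in shScr and shIL1R, as genes higher in both or lower in both, was 1109 at day 4 and 2779 at day 10. Fitting only the groups compared gave 1970 (shIL1R day 10 against day 4), 381, 1 and 80 between genotypes at days 0, 4 and 10 (12 higher and 68 lower at day 10), and 36 and 156 for the interactions, with the IL1R1 level, shIL1R vs shScr at day 0, at −1.54 (limma adjusted p = 0.00866) and at day 4 at −3.27 (0.0916). Quantile normalization gave 15 at day 0 between genotypes, with 66.7% higher against 44.4%, and 1 for the day 4 interaction. With no filter on low values the counts were 9 at day 4, 0 for the day 4 interaction (limma, where 1525 had an unadjusted p below 0.05 with the filter, and edgeR and DESeq2 called 4 and 104) and 216 for the day 10 one, and 19 at day 4 with a filter of 50. DESeq2 called 136, 469, 104 and 802 genes at days 0 and 4 between genotypes and for the interactions. The replicate numbers did not pair samples over all groups, with 15 correlations of deviations from −0.102 to 0.231, 4 of them above 0.1 and 1 below −0.1. The highest were within shIL1R, 0.231 for days 0 and 4 and 0.203 for days 4 and 10 (0.0535 for days 0 and 10). Next came 0.185 for shScr day 4 with shIL1R day 10 and 0.125 for shScr days 0 and 10. A shared hairpin against the receptor cannot account for these. IL1R1 was lower in replicate 2 of shIL1R on each day, though by little at day 10 (280 against 295). Whether a number marks a hairpin in shIL1R cells stays open. The replicate block gave 5295, 8861, 6137, 5586, 8365, 4974, 11, 34, 1267, 4 and 312 genes in the order of the contrasts. Within genotype the block gave 0 for the day 4 interaction. Over all libraries the block kept 2 of the 4 genes called for that interaction without it. Leaving out 1 library, which leaves a group with 1 library assumed to vary like the other groups, gave 3332 to 6334, 7282 to 9465 and 4359 to 7075 in shScr (day 4, day 10, day 10 against day 4), 3624 to 6682, 6860 to 8539 and 3345 to 5336 in shIL1R, 1 to 62, 1 to 739 and 115 to 3521 between genotypes at days 0, 4 and 10, and 0 to 26 and 42 to 2123 for the interactions. IL1R1 ran from −2.02 to −1.07, −4.09 to −2.44 and −2.46 to −2.11 at days 0, 4 and 10, and genes with the same direction in both genotypes from 2707 to 4688 and 5842 to 7332. At day 10 between genotypes CCL2, CCNA2 and LMNB1, not called in the fit of all libraries, reversed without replicate 2 of shIL1R day 10 (−0.27, −0.23 and −0.44), and stood at 2.12, 1.40 and 1.31 without replicate 1. In shIL1R cells against day 0 3 lists that passed in no such fit had medians of the other sign, leukocyte markers at day 4 with no filter on low values (−0.14), NF-kB targets at day 4 without replicate 1 of shIL1R day 4 (−0.10, and 0.22 without replicate 2), and smooth muscle and neural markers at day 10 without replicate 2 of shIL1R day 10 (0.057, and −0.46 without replicate 1). The full tally of list tests whose sign reversed was 2 with a library left out and 2 in other settings. At 24140324 to 30127727 reads, a gene at 0 is known only to lie under about 3 reads, at most 3.60 normalized counts.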

Other observations

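PXT1 was near 0 in shIL1R cells at each day and near 85 to 88 normalized counts in shScr cells. Its difference was called in each fit that left out 1 library, at days 0, 4 and 10, and no cause was tested.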
